A study of Mus musculus with 764 samples. Its data were reported in "Molecular and functional heterogeneity of IL-10-producing CD4+ T cells" (2018).

How the data were processed

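Single CD4+ T cells carrying an IL-10 reporter (eGFP, a green fluorescent protein read out when the Il10 gene is active) were taken from the spleen and the small intestine of mice given an antibody against CD3, and each cell was sequenced with SMART-seq2, a full-length cDNA protocol without molecular identifiers. The authors aligned the paired-end reads with STAR in a 2-pass mode and deposited read counts per gene, with 1 column per cell. The counting tool and the annotation behind the deposited counts were not stated in their methods. The genome build named there differs from the annotation used here for gene names, so no genomic position is given. The tables held 23997 gene rows in each of 764 cells, plus the reporter row, and none of the columns was left unused. No row was a spike-in or a mitochondrial gene, 88 rows joined several genes under 1 name, and 2 names occurred more than once. No pair of columns held identical values.

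Each sample was 1 cell and the labels named no animal, so each tissue counted as 1 sample. No p-value, standard error or count of changed genes was therefore computed, and no comparison has a replicate check. Intervals are 95% exact binomial (Clopper-Pearson) for shares of cells and exact Poisson for summed reads. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules. For a share of 0, the limit given is 3 cells of the total. The labels gave a plate code (p1 or p2) and a well for each cell. Spleen cells filled well columns 1 to 24 of p1 and 1 to 12 of p2, and small intestine cells filled columns 13 to 24 of p2. Values were therefore also computed within 3 spleen sets: p1 columns 1 to 12, p1 columns 13 to 24, and p2. On p2 tissue and position on the plate cannot be told apart.

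A cell was removed when its log total of reads or log number of genes with a read lay more than 3 median absolute deviations below the median of its tissue. The limits came to 161898 reads and 1793 genes in the spleen and to 170584 reads and 1765 genes in the small intestine. Cells called S or G2M by cyclone (scran 1.30.0, mouse marker pairs) were then removed. For cyclone, 22643 of the 23997 gene names were paired with an Ensembl identifier, which covered 635 of its 667 marker genes. No mitochondrial filter was possible with these rows. No doublet caller was run, because cells were sorted singly into wells. Doublets were weighed through the number of genes per cell and markers of other cell types.

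CPM, in which the reads of each cell are scaled to the same total, was computed here from the deposited counts, per cell over gene rows without the reporter, which took 0.00979% of the reads. The log2 ratio of a gene was log2 of (mean CPM in the small intestine + 1) over (mean CPM in the spleen + 1), each cell having the same weight. A pseudocount of 1 understates the ratio of low genes. Shares of cells with a read were also computed after each kept cell was thinned to 200000 reads, a depth that 94.3% of kept spleen and 96.4% of kept small intestine cells reached. This left out 23 spleen and 5 small intestine cells. The spread of log2 ratios was their standard deviation over the 8384 genes with a mean CPM of at least 10, with 61 cells drawn on each side and 20 draws.

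For highly variable genes (HVGs), genes with a mean count under 1 in the tissue were removed, size factors came from pooled cells (scran), and an HVG had a biological variance over 0.5 at a false discovery rate of 0.05 against the trend over genes. The number of HVGs was counted in 100 draws of 100 cells for each tissue, and in 50 draws for each alternative. Clusters were counted on t-SNE maps (Rtsne 0.17, perplexity 30, up to 30 principal components of the HVGs) by DBSCAN. DBSCAN used 5 neighbours and a radius at the 95th percentile of the distance to the 5th neighbour. Clusters under 10 cells were not counted, and the median over 20 seeds was taken. Cluster identities and correlations used a shared nearest neighbour graph (k = 10) with walktrap (igraph 2.1.4). A graph cluster was named only from marker lists fixed before the data were examined, with at least 3 genes of the list with the highest median ratio raised over the rest of its tissue (a read in at least 25% of the cells of the cluster and a log2 ratio of at least 0.5, with a pseudocount of 10 CPM).

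The genes named are those the study's text names for this comparison, plus the 8 genes with the largest log2 ratio each way. The latter needed a read in at least 25% of kept cells of the higher tissue, the same sign within p2, and a ratio larger than that between p1 and p2 spleen cells. The results of 4 genes of these lists and rankings are not reported here, and after the results were seen these genes were left out of the values over lists of genes, including the mean number of receptor genes. Filters, tests, the full gene lists and most alternatives were fixed before the data were examined. Those alternatives were other filters, depths, pseudocounts, cell sets, clustering settings and scalings, including TMM (edgeR 4.0.16) and the size factors of DESeq2 1.42.0 on summed reads. R 4.3.3 was used.

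The steps were tested on simulated data made from the means, dispersions and depths of the kept spleen cells, with 8368 genes of which 200 were changed. For the comparison of the tissues, with the numbers of kept cells of each, 99.5% of the changed genes came out with the right sign. The median absolute error of the log2 ratio was 0.20 after centring. The log2 ratios of unchanged genes had an SD of 0.41, so that a ratio of about this size carries little weight by itself. The HVG rule was tested on 100 simulated spleen cells in which 200 genes differed 8-fold between 2 sets of cells. With a dispersion of 0.25 in every gene it found 100% of them, and it called 1 gene where none was changed. With the dispersions of the real genes (median 5.35) it found 4% of them, and it called 64 genes where none was changed. These dispersions were estimated over all kept spleen cells and include any real differences between them. The 64 genes are therefore not known to be false calls, and they exceed the median of 24 in draws of real spleen cells.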

Results

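The transcriptomes of single IL-10-producing CD4+ T cells from 2 tissues were compared. IL-10 is an anti-inflammatory cytokine, and the cells came from mice in which an antibody against CD3 had expanded the IL-10-producing T cells. The tables held 764 cells, of which 190 came from the small intestine and all others from the spleen. Total reads on genes ranged from 25799 to 622997 per spleen cell (median 340912) and from 6659 to 580400 per small intestine cell (median 314228). The median number of genes with a read was 3548 in spleen and 3243.5 in small intestine cells.

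Low read totals removed 31 spleen and 19 small intestine cells, and the limit on genes removed none beyond these. Of the remaining cells, cyclone called 26.1% and 21.2% S or G2M in columns 1 to 12 and 13 to 24 of p1, 31.8% in p2 spleen and 19.9% in the small intestine. Mki67, a proliferation gene, had a read in at least 97.9% of the cells called S or G2M in each set, and in 35% to 45.9% of the cells called G1. This left 400 spleen cells (69.7% of all, interval 65.7% to 73.4%) and 72.1% of the 190 small intestine cells (interval 65.2% to 78.4%). Within the spleen sets, 69.3% of cells were kept from p1 columns 1 to 12, 76.3% from p1 columns 13 to 24 and 63.5% from p2. Median reads of kept cells were 366140, 362505 and 315920 in these spleen sets, and 324546 in the small intestine.

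Whether the sort on the reporter had enriched cells with Il10 transcripts was examined first. At least 1 Il10 read was present in 89% of the 400 kept spleen cells (interval 85.5% to 91.9%). In the small intestine the share was 99.3% (interval 96% to 100%), with 1 kept cell lacking a read. After thinning, the shares were 86.2% and 98.5%. The spleen sets differed from one another, at 95.5% and 92.4% in columns 1 to 12 and 13 to 24 of p1 and 77.9% (interval 69.5% to 84.9%) in p2. The requirement of at least 10 reads moved the spleen share most, to 77%. Mean Il10 expression was 2361 CPM in the small intestine and 1590 CPM in the spleen. The background was read from 17 genes of B, myeloid and epithelial cells, Cst3 included, whose median share of cells with a read was 1.5% in the spleen and 0.73% in the small intestine (without Cst3, 1.38% and 0.73%). Single genes of these lists lay higher. Lgals4 was read in 12% of spleen and 16.8% of small intestine cells, and Cst3 in 74.5% and 67.2%, so that Cst3 alone tells nothing about the background. Cd3e and Cd4 had a read in each kept cell of both tissues.

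Foxp3, the transcription factor of regulatory T cells, was not evenly spread over the spleen wells. A Foxp3 read was present in 63.9% of cells from p1 columns 1 to 12 (85 cells, interval 55.1% to 72.1%). The share was 17.9% in p1 columns 13 to 24 (26 cells, interval 12.1% to 25.2%) and 6.56% in p2 spleen cells (8 cells, interval 2.87% to 12.5%). In the small intestine it was 6.57% (9 cells, interval 3.05% to 12.1%). Thinned shares were 60.2%, 16.8%, 6.25% and 6.06%. Pooled spleen cells therefore mixed sets of unequal Foxp3 content, and values within sets are given beside several of the comparisons below.

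**Figure D1:**
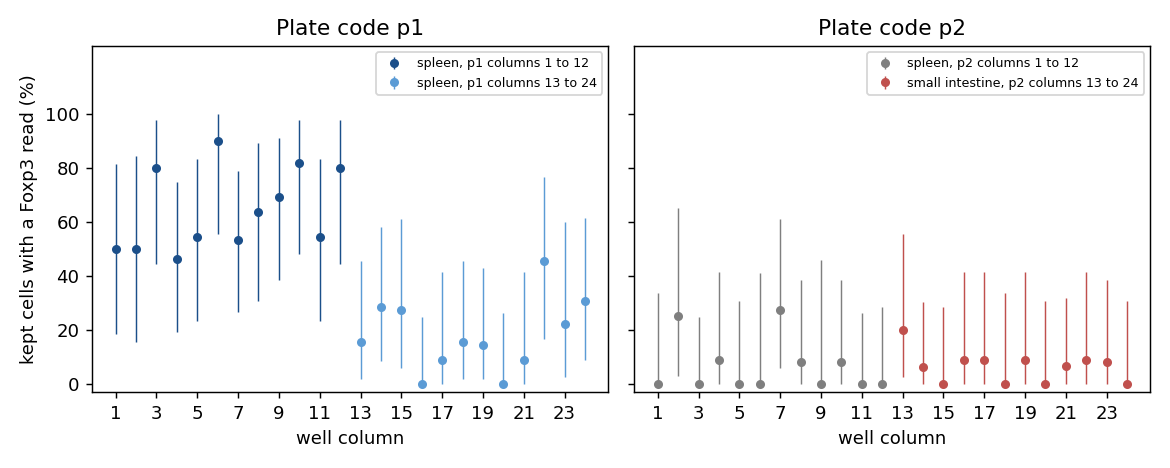
Share of kept cells with at least 1 Foxp3 read (%, vertical axis) in each well column (horizontal axis) of plate codes p1 and p2, with exact 95% binomial intervals as bars. The share on p1 lies between 46.2% and 90% in columns 1 to 12 and between 0% and 45.5% in columns 13 to 24.

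The next question was whether spleen cells were more heterogeneous than small intestine cells. In draws of 100 cells, the median number of HVGs was 24 in the spleen (range 14 to 37 over 100 draws, SD 4.89) and 23 in the small intestine (range 12 to 32, SD 4.36). The difference of 1 was smaller than the SD of a difference between draws, 6.55. A spleen draw exceeded a small intestine draw in 52.8% of all pairs of draws, and 5.89% of pairs were tied. Over all kept cells, 25 of 9986 genes were HVGs in the spleen and 20 of 9630 in the small intestine, with 7 in both. Within p2, the median was 20 in the spleen, so that the difference changed sign to -3, with an SD of 5.32 for a difference between draws. Draws share cells, so these SDs describe the draws and are no error of the tissue values. The alternative that moved the numbers most dropped the limit on the false discovery rate, an alternative chosen after seeing the data, and gave medians of 2146 in the spleen and 1945 in the small intestine. This difference of 200.5 was larger than the SD of a difference between its draws, 175.7. Simulated spleen cells with no changed gene also gave 2025 genes without that limit. Their dispersions came from the real cells and include any differences between these, so that this number does not tell whether the real calls are false.

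**Figure D2:**
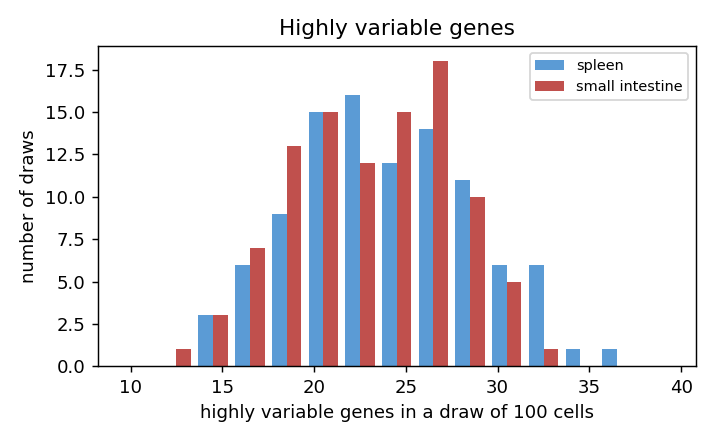
Number of draws (vertical axis) by the number of HVGs in a draw of 100 cells (horizontal axis), for 100 draws from kept spleen cells and 100 from kept small intestine cells. The distributions overlap, with medians of 24 and 23.

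On t-SNE maps, DBSCAN counted a median of 1 cluster over 20 seeds in the spleen (range 1 to 2) and 1 in the small intestine (range 1 to 2). Graph clustering moved these numbers most, to 4 clusters in the spleen and 5 in the small intestine. With as many spleen cells drawn as there were kept small intestine cells, graph clustering gave 3 clusters. Within single spleen sets it gave 3 clusters in each of the p1 sets and 4 in p2.

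Among the 4 graph clusters of the spleen, cluster 1 (33.5% of cells) was called Tr1-like, after type 1 regulatory T cells, with 3 genes of the list of co-inhibitory and cytotoxic genes raised. Chemokine genes (Ccl3, Ccl4, Ccl5) were also among its leading genes. Cluster 2 (24%) was naive or central memory-like with 5 list genes raised, including Ccr7 and Tcf7. Cluster 4 (18.8%) was Treg-like with 4 list genes raised, and a Foxp3 read was present in 54.7% of its cells. Cluster 3 (23.8%) remained unnamed. A Foxp3 read was also present in 38.9% of the cells of cluster 3, 24.6% of cluster 1 and 8.33% of cluster 2, so that most cells with a Foxp3 read lay outside the Treg-like cluster. The spleen sets contributed unequally: cluster 2 held 53 p2 cells, against 17 from p1 columns 1 to 12 and 26 from columns 13 to 24. Cluster 4 held 12 p2 cells against 37 and 26. In the small intestine, cluster 2 (26 cells) was Th17-like with 4 list genes raised, among them Il17a and Il17f. The other 4 clusters (61, 24, 21 and 5 cells) remained unnamed, of which the cluster of 21 cells was led by Cd8a. The cluster of 5 cells had 3 Th17 list genes raised, which meets the rule, and was left without a name because of its size, a choice made after the values were seen. Since the clusters were built from the genes that lead them, their sizes were not compared between tissues.

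To ask which spleen cells resembled small intestine cells, cluster means were correlated across genes, which are not independent replicates. The highest Spearman correlation was 0.85, between the Tr1-like spleen cluster 1 and small intestine cluster 1. With the same small intestine cluster, the values were 0.78 for spleen cluster 2, 0.81 for cluster 3 and 0.81 for cluster 4. Spleen cluster 1 was also the highest with each of the other small intestine clusters (0.82, 0.81, 0.78 and 0.58), and the values fell with the number of cells in these. The value of 0.85 is therefore no specific match of a pair of clusters. The lowest of the 20 values was 0.53, with the small intestine cluster of 5 cells. Restriction to HVGs moved the highest value most, to 0.59, and the pair was then spleen cluster 3 with the Th17-like small intestine cluster 2.

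Co-inhibitory receptors on these cells were counted next. Of the genes Pdcd1, Lag3, Tigit, Havcr2 and Itga2, a mean of 2.99 had a read per thinned spleen cell and 3.36 per thinned small intestine cell (SD over cells 0.81 and 0.82). Without thinning the means were 3.05 and 3.45. The spleen sets gave 2.99 in p1 columns 1 to 12, 3.26 in p1 columns 13 to 24 and 2.65 in p2, all below the small intestine. The gap between spleen sets reached from 2.65 to 3.26 and was wider than the distance from 3.26 to 3.36 between the nearest spleen set and the small intestine. The alternative that moved the spleen mean most was the restriction to p2 cells.

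**Figure D3:**
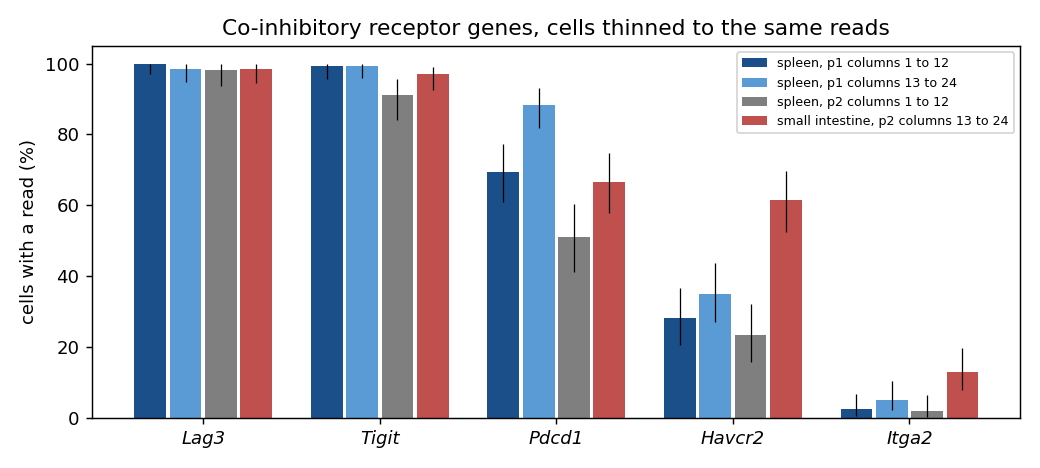
Share of cells with at least 1 read (%, vertical axis) for each co-inhibitory receptor gene (horizontal axis) after thinning to 200000 reads, in the 3 spleen sets and the small intestine, with exact 95% binomial intervals. Havcr2 and Itga2 are highest in the small intestine (61.4% and 12.9%), whereas Pdcd1 lies at 66.7%, within the range of 50.9% to 88.3% of the spleen sets.

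The receptor genes did not move together. Havcr2 was read in 61.4% of thinned small intestine cells and in 29.2% of thinned spleen cells (unthinned, 64.2% and 30.5%). Lag3 and Tigit had a read in at least 96.8% of thinned cells of both tissues. Their mean expression was lower in the small intestine than in each spleen set, at 1694 CPM against 2760 CPM over all spleen cells for Lag3 and 1266 CPM against 2639 CPM for Tigit.

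Gene expression was then compared between the tissues as log2 ratios, small intestine over spleen. With equal cell numbers, the spread of log2 ratios over genes was 1.34 between tissues (SD over draws 0.024). It was 0.95 between p1 and p2 spleen cells, 0.89 between the p1 sets, and 0.88 and 0.84 when small intestine or p2 spleen cells were split at random. Within p2 the spread between tissues was 1.38. A pseudocount of 0.1 CPM moved it most, to 1.62, with 1.13 between p1 and p2 spleen cells under the same setting. The median log2 ratio over all genes was -0.23, and -0.06 after TMM scaling or -0.05 with the size factors of DESeq2. Ratios below are printed unscaled, and a ratio near -0.23 is no change relative to the median gene.

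**Figure D4:**
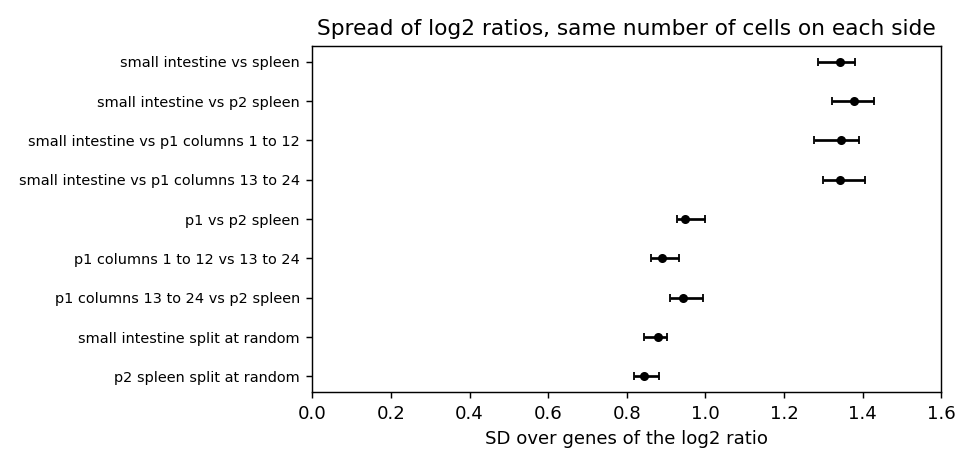
Standard deviation over 8384 genes of the log2 ratio of mean CPM (horizontal axis) for each comparison (vertical axis), with 61 cells on each side. Points are means and bars the range of 20 draws, and the comparisons between tissues lie at 1.34 to 1.38, above those between spleen sets at 0.89 to 0.95.

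Of 26 genes that the study's text names, 17 had a mean CPM in the small intestine above all 3 spleen sets, 7 below all 3 (Nr1h3 among them, read in few cells) and 2 within their range. Gzmb had the largest ratio of these, 3.70, at 19277 CPM in the small intestine and 1483 CPM in the spleen. It had a read in 100% of small intestine cells (interval 97.3% to 100%) and in 70.5% of spleen cells (interval 65.8% to 74.9%), and after thinning in 100% and 59.9%. The spleen share includes cells with 1 to 9 reads in all 3 sets, and at 10 or more reads it was 33.5%, against 89.8% in the small intestine. In columns 1 to 12 and 13 to 24 of p1 it fell from 66.9% to 39.8% and from 64.1% to 33.8%. In p2 spleen cells it fell from 82% to 26.2%. Bhlhe40 followed at 3.26 (1132 against 117.1 CPM), then Serpinb9 at 2.77, Serpinb6b at 2.73 and Lilrb4 at 2.58. These 3 have close paralogs that could share reads, so that their values are uncertain. Rora had a ratio of 1.97, Id2 1.74, Itga2 1.69, Nfil3 1.39 and Ifng 1.21. Ctla4 was at 1.13, Il12rb2 at 0.95, Havcr2 at 0.85, Ahr at 0.79, Il10 at 0.57, Prdm1 at 0.53 and Icos at 0.42. Icos lay 0.65 above the median of all genes, against an SD of 0.41 for centred ratios of unchanged genes in the simulated data. That SD is over genes of all levels from 10 CPM up, so that it is a rough guide for Icos. The ratio of Icos was 0.71 within p2, and 0.21 and 0.39 against the p1 sets. For Il10 the ratio was 1.55 within p2 but 0.28 and 0.30 against the p1 sets, so that its size rested on the p2 spleen cells. For Prdm1 it was 1.09 within p2, and 0.21 and 0.47 against the p1 sets.

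Lower in the small intestine than in all spleen sets were Il2ra with a ratio of -2.07 (93.3 against 396.2 CPM), Ikzf2 at -1.99, Tigit at -1.06, Pdcd1 at -0.83 and Lag3 at -0.70. Within p2 the ratios of Il2ra and Ikzf2 were smaller, -0.96 and -1.19. Those of Tigit and Lag3 were also smaller within p2, at -0.63 and -0.37, against -0.23 for the median gene there. Within p2 the ratio of Pdcd1 was -0.18, not below that of the median gene. Maf, at -0.15, lay 0.09 above the median of all genes. Nr1h3 had a read in 0 small intestine cells, which allows a share of up to 2.19%, and in 10 of 400 spleen cells (2.5%). The interval of the latter (1.21% to 4.55%) overlaps the former, so that a difference of this gene was not resolved. Foxp3 had a ratio of -1.51 over all spleen cells and 0.80 within p2, and Tnfrsf18 -0.17 and 0.47, so that neither kept its direction. For both genes, the value in the small intestine lay within the range of the spleen sets.

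**Figure D5:**
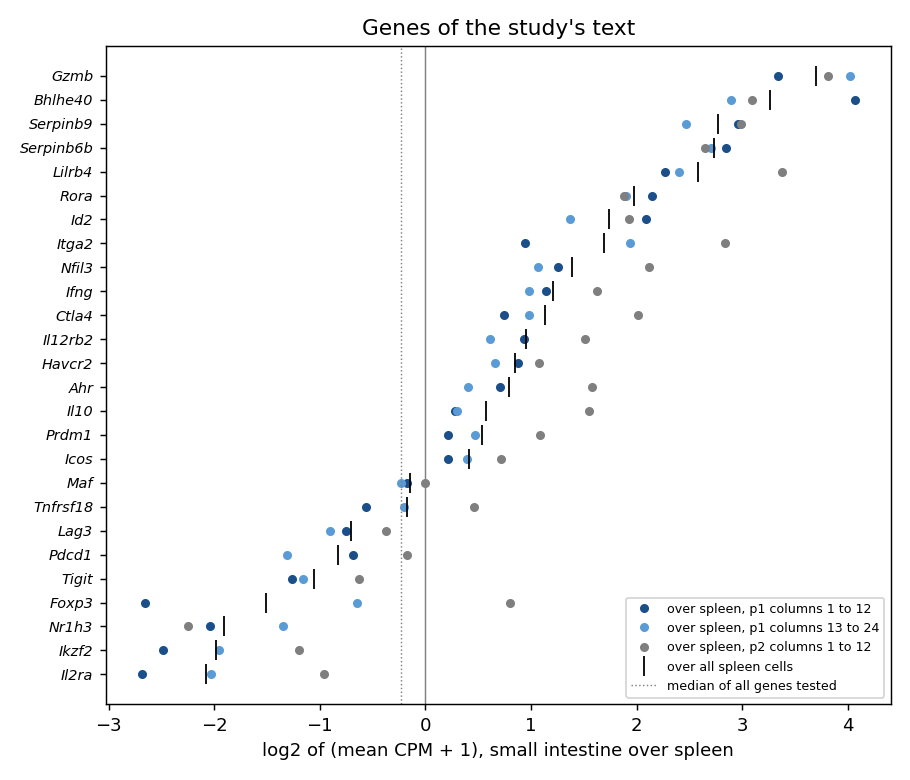
Log2 ratio of mean CPM + 1, small intestine over spleen (horizontal axis), for 26 genes of the study's text (vertical axis), against each spleen set (points) and all spleen cells (ticks). Gzmb is at the top with 3.70 over all spleen cells, Il2ra at the bottom with -2.07, and the points of Foxp3 and Tnfrsf18 lie on both sides of 0.

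Over all genes, those with the largest ratios toward the small intestine under the fixed rule included Gzma, Itga1, Gpr34, Dapk2, Cables1, Gcnt2 and Cd8a, with log2 ratios from 10.04 to 5.62. Gzma summed to 1645363 reads over the kept small intestine cells and 5338 reads over the 400 spleen cells (Poisson interval 5196 to 5483). Its mean was 36732 CPM against 33.9 CPM, and its ratio was 8.78 within p2, and 10.85 and 12.27 against columns 1 to 12 and 13 to 24 of p1. It had 10 or more reads in 86.1% of small intestine and 5.5% of spleen cells. Itga1 had a read in 49.6% of small intestine cells (interval 41% to 58.3%) and in 1 of 400 spleen cells (0.25%). The sum was 7886 reads against 1 read (Poisson interval 0.025 to 5.57). Cd8a had a read in 28.5% of small intestine cells (interval 21.1% to 36.8%) and in 1.5% of spleen cells. Its ratio was 8.80 within p2 and 8.91 against p1 columns 13 to 24, but 4.14 against p1 columns 1 to 12, where 2 cells held 1553 of the 1558 spleen reads.

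Genes with the largest ratios toward the spleen included Cxcr5, Ccr7, Ly6c2, Tcf7, Il6ra, S1pr1 and St6gal1, with log2 ratios from -8.15 to -6.45. Cxcr5 had a read in 7.30% and 55.5% of cells (thinned, 5.30% and 52.8%), with 0.36 CPM against 384.3 CPM. For Ccr7 the mean was 0.086 CPM in the small intestine, and 142.2, 102.02 and 573.2 CPM in the spleen sets. Ly6c2 has a close paralog and is uncertain. Since the ratios were computed with a pseudocount of 1 CPM, those of genes near 0 in either tissue depend on it, and with 0.1 CPM the ratio of Cxcr5 was -9.72.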

Values the study reported

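The study reported that 138 cells from the small intestine and 388 cells from the spleen were analysed by SMART-seq2 after filtering. It stated that 92% of the sorted eGFP+ cells expressed Il10. On t-SNE maps of these cells it described 4 clusters in the spleen and 2 in the small intestine. Its comparison of variable genes drew 100 random cells from each organ, and it reported a higher number of variable genes in the spleen. From these results it proposed a higher heterogeneity of the splenic cells. With a second, droplet-based method the study analysed 1379 small intestinal and 1665 splenic cells, and the highest Spearman correlation between a small intestinal and a splenic cluster was 0.912. With that method too, it reported more clusters and a higher number of variable genes in the spleen. Foxp3-positive IL-10 producers were part of the single-cell experiments and served there as a control. By flow cytometry, cells rich in co-inhibitory receptors made up 10% of the Foxp3-negative IL-10-producing CD4+ T cells in the spleen of anti-CD3 treated mice, and most of those in the small intestine.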

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

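Of the tests in this part, the one by levels of Il10 expression and the split of the test on reads by tissue were chosen after the result was seen. The values below come from reads and cells that no comparison above uses, and each lies above the limit that a count of 0 allows.

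The reporter row was left out of the comparisons. An eGFP read was present in 57.3% of kept spleen cells (interval 52.2% to 62.2%) and in 75.9% of kept small intestine cells (interval 67.9% to 82.8%). These shares were below those of Il10 in the same cells. Across kept cells, log values of eGFP and Il10 had a Spearman correlation of 0.67 in the spleen and 0.65 in the small intestine (Pearson 0.64 and 0.58), given as a description. Fewer reads in the cells without an eGFP read were argued against as the cause. Among cells with an Il10 read, the median reads of cells with an eGFP read were 0.961 times those of cells without in the spleen and 1.001 times in the small intestine (0.996 over both). From the lowest to the highest of 3 equal bins of reads, the share with an eGFP read went from 65.5% to 59.7% in the spleen (intervals 56.3% to 74% and 50.3% to 68.6%) and from 78.3% to 84.4% in the small intestine (intervals 63.6% to 89.1% and 70.5% to 93.5%). Sampling of a reporter transcript scarcer than Il10 stays open. Mean eGFP CPM was 5.29% of mean Il10 CPM in the spleen and 6.86% in the small intestine. From the lowest to the highest of 3 equal bins of Il10 expression, the share with an eGFP read rose from 37% to 86.6% in the spleen and from 50% to 93.3% in the small intestine. The smaller rise was 43.3 percentage points. Since eGFP and Il10 correlate, such a rise is expected also where the transcripts vary together in the cells, so that it does not decide. Of the 44 kept spleen cells with no Il10 read, 42 had no eGFP read either, and this stays open between cells sorted without the transcript at that moment and missed reads.

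Cells that the filters removed also held Il10 reads. The share was 90.3% of the 31 spleen wells (interval 74.2% to 98%) and 89.5% of the 19 small intestine wells (interval 66.9% to 98.7%) removed for few reads. It was 88.8% of the spleen cells (interval 82.5% to 93.5%) and 97.1% of the 34 small intestine cells (interval 84.7% to 99.9%) removed for their phase. The shares of cells removed for phase lie within counting error of those of kept cells. For the wells with few reads, an admixture of reads from other wells was tested with Gzma, the most tissue-biased gene. Its mean CPM in the removed small intestine wells was 0.39 times that in the kept cells, 14403 against 36732 CPM. That is consistent with reads from other wells in the removed ones, and loss of RNA or another kind of cell in these wells stays open and was not tested. No biological explanation was tested.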

How the results depend on the processing

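The settings with p1 columns 1 to 12 only, with p1 columns 13 to 24 only, without the false discovery rate limit, with 500 genes of highest biological variance, and the HVG numbers from cells with no Foxp3 read were chosen after seeing the data. No paired analysis was possible because each tissue is 1 sample and the replicate numbers only name cells in accession order. The alternative with a trend over spike-ins was not run, since the rows held none. For the small intestine, p2 cells only and equal cell numbers are the main setting itself, since all its cells are on p2 and it is the smaller group.

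The numbers of kept cells stayed within 1.5 times of the main ones under each alternative, in both tissues. The share of spleen cells with Il10 went from 89% to 77% at 10 or more reads, 77.9% in p2 cells, 95.5% in p1 columns 1 to 12 and 92.4% in p1 columns 13 to 24. In the small intestine it went from 99.3% to 95.6% at 10 or more reads. It stayed higher in the small intestine than in the spleen under each alternative run for both tissues.

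The mean number of co-inhibitory receptor genes in the spleen moved from 2.99 to 2.65 in p2 cells, 2.80 at 10 or more reads and 3.26 in p1 columns 13 to 24. In the small intestine it moved from 3.36 to 3.09 at 10 or more reads. The small intestine was higher under each of these settings.

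The spread of log2 ratios between tissues moved from 1.34 to 1.38 in p2 cells, 1.62 with a pseudocount of 0.1 CPM, 1.12 with a mean CPM of at least 50 and 1.07 with no filter. It exceeded the spread between p1 and p2 spleen cells under the same setting each time (0.95, 1.13, 0.66 and 0.85).

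The difference in HVG number, 1 in the main setting, was -3 in p2 cells, and ran from 0 to 5 under the other settings that kept the false discovery rate limit. Each of these was smaller than the SD of a difference between single draws in its own setting, which ran from 5.32 to 7.97. Without that limit the medians were 2146 and 1945, and the difference of 200.5 was larger than its SD of 175.7. In the simulated data with the dispersions of the real genes, the rule missed most changed genes and called genes where none was changed. Those dispersions include any real differences between spleen cells, so that the simulation does not tell how many calls are false. How much a lack of difference excludes was therefore not settled. The cause of the change of sign was not tested.

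The number of spleen clusters moved from 1 to 2 with the radius at the 90th percentile and to 4 with graph clustering. The small intestine moved from 1 to 5 with graph clustering. The other settings gave 1 cluster in both tissues. The highest cluster correlation moved from 0.85 to 0.59 on HVGs, which restricts the genes to those that differ most between cells and put the highest pair at spleen cluster 3 and small intestine cluster 2, and was 0.81 to 0.86 under the others.

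For the 40 named genes under up to 10 alternatives, all but 3 of the log2 ratios kept their sign. Part of this was fixed in advance, since a change of pseudocount cannot change the sign of a ratio. The genes taken by rank were also chosen for the same sign within p2. The exceptions were Foxp3, at 0.80 in p2 cells, and Tnfrsf18, at 0.47 in p2 cells and 0.18 in cells with no Foxp3 read. For Foxp3 the share of cells with a read in p2 was 6.56% in the spleen and 6.57% in the small intestine, so that the ratio in p2 rests on mean CPM in 8 and 9 cells (24.4 and 43.1 CPM). The cause was tested for neither gene. Nr1h3 and Itga2 were read in under 15% of cells of both tissues, and thinning changed these shares little (Itga2 from 13.1% to 12.9% in the small intestine and from 3.5% to 3.18% in the spleen).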

Other observations

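Tests of the Foxp3 pattern, of spill between wells and of reads per well were chosen after the result was seen. The other tests in this part were set out before their results were seen.

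The number of t-SNE clusters here was 1 in the spleen. That is lower than the value quoted from the study above. In the small intestine it was also 1. That is lower than the value quoted from the study above. Radius and seeds were set here by a fixed rule, and graph clustering gave 4 and 5 clusters. For the number of HVGs, mixing of spleen sets and read depth were weighed as causes of a difference between tissues. The largest median of a single spleen set was 28, and the difference after thinning was 2. The difference of 1 was smaller than the SD of a difference between single draws, but that SD is no error of the tissue values. These values therefore do not decide for or against either cause.

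The drop of Foxp3 between well columns 12 and 13 of p1 was not explained by depth or by spill. The thinned shares stayed 43.4 percentage points apart, and the shares with at least 10 reads stayed 41.03 percentage points apart (54.1% against 13.1%). A layout in which Foxp3-positive cells were sorted into columns 1 to 12 is a candidate explanation. Of the other 5 genes of the fixed Treg list, Ikzf2, Il2ra, Ikzf4 and Tnfrsf4 were higher in columns 1 to 12, by log2 ratios of 0.48 to 0.66, and Nrp1 was at -0.04. The median was 0.49. The ratio of Ikzf4 rests on few cells, since it was read in 9 cells of columns 1 to 12 and 7 cells of columns 13 to 24. The study described Foxp3-positive IL-10 producers as a control, and the labels do not say which wells held them. If they were in columns 1 to 12, each pooled spleen value mixes 2 sorts. The labels put all of these cells in 1 group, so that this remains a hypothesis, and which cells a Foxp3-negative comparison holds depends on it.

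The p2 spleen cells also differed from p1 columns 13 to 24 in genes of naive or central memory T cells. The median log2 ratio of 5 list genes was 1.28, with Ccr7 at 2.48 and Tcf7 at 1.81. Depth was argued against, since the thinned shares of cells with a read were higher in p2 by a median of 24.5 percentage points. Cells without Il10 in the p2 sort were argued against as the whole cause, since among cells with at least 10 Il10 reads the median was still 1.18. A difference between sorts, animals or library batches may remain, and the labels do not separate these. No biological explanation was tested. Comparisons of small intestine with spleen within p2 and with p1 therefore use unlike spleen cells.

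Spill of reads from small intestine wells on p2 is a candidate explanation for Gzmb and Gzma reads in p2 spleen cells. After thinning, 61.6% of p2 spleen cells had 1 to 9 Gzma reads, against 1.56% and 2.19% in the p1 sets, while 8.04% had 10 or more, against 4.69% and 3.65%. The median was 5.25 CPM in p2 spleen cells and 38064 CPM in small intestine cells. Gzmb was read 1 to 9 times in 42.9% of p2 spleen cells against 19.5% and 21.2% in the p1 sets, and 10 or more times in 25.9% against 39.8% and 32.1%. Over 17 genes with at least 100 CPM in the small intestine and under 10 CPM in p1 columns 13 to 24, the share with 1 to 9 reads was higher in p2 than in p1 columns 1 to 12 by a median of 1.79 percentage points. It was higher for 13 genes and lower for 3. Outside Gzma these shares were small. The next highest in p2 was 8.93%, for Gngt2, against 5.47% and 7.30% in the p1 sets, and Itga1 had 0%. Among these 17 genes the excess in p2 was therefore large for Gzma only. On p2, a share at 1 or more reads of a gene that is abundant in the other tissue is therefore best read beside the share at 10 or more reads. A low level of these transcripts in the p2 spleen cells themselves stays open.

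Wells with few reads on p1 tended to have few reads on p2. In columns 13 to 24, where p1 held spleen and p2 held small intestine cells, log10 reads of the 190 shared wells had a Spearman correlation of 0.49 (Pearson 0.21, and 0.22 without the 2 wells farthest from the median). In columns 1 to 12, where both held spleen cells, it was 0.67 (Pearson 0.83, and 0.76 without those 2 wells). Of 12 wells removed for few reads on p1 in columns 1 to 12, 10 were also removed on p2. In columns 13 to 24, 4 of 6 were, but 19 wells were removed on p2 there, most of them with enough reads on p1. The cells in paired wells are unrelated, so that an effect of the well or its index is a candidate cause, and cell quality alone would not produce it. Part of what the filter on reads removed in the spleen may thus be set by the well, whereas most of the removed small intestine wells were not removed on p1.

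At least 10 Cd8a reads were present in 27 kept small intestine cells (19.7%, interval 13.4% to 27.4%) and in 1 of 400 spleen cells, although the cells were sorted as CD4+. CD8 T cells, as strays in the sort or in doublets, were argued against as the whole source. A Cd8b1 read was present in 25.9% of the 27 cells (7 cells, interval 11.1% to 46.3%), and all 27 had a Cd4 read. Cd8b1 is no specific marker in these data, since it was read in 14% of spleen cells, where Cd8a was read in 1.5%. The argument therefore rests on Cd4 and the number of genes as well. Their mean Cd4 expression was 1510 CPM, against 1498 CPM in the other 110 cells. Their median number of genes, 2985, was not above that of the others, 3120.5. CD4+ cells that also transcribe Cd8a are a hypothesis that remains, found on the same data. A Cd8b1 read was present in 3.64% of the other small intestine cells, a lower share than in the 27 cells. A contribution of CD8 T cells to part of the 27 cells therefore stays open.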
